A study of Homo sapiens with 12 samples.

How the data were processed

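RNA was sequenced from CAOV3 cells, a human cell line of high-grade serous ovarian carcinoma. The 12 libraries analysed fell into 4 groups of 3 replicates: control cells given the solvent DMSO, cells given 10% ovarian cancer ascites with DMSO, cells given 200 uM bezafibrate, and cells given both. The labels name DMSO only for the groups without the drug. Treatment lasted 16 hours per the labels of the groups given ascites, bezafibrate or both, and no time is listed for the control libraries. Ascites is the fluid that collects in the abdomen in this cancer, and bezafibrate is a fibrate, a drug class that activates PPAR receptors. Groups and replicate numbers were taken from the labels.

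The authors deposited 1 table of whole-number counts per library, with a versioned Ensembl identifier joined to a gene symbol and the count of that gene. Neither the labels nor the tables state the aligner, the counting tool, the strandedness, the genome build or the annotation. Each table listed the same 19677 genes, of which 346 had an identifier in place of a symbol, and no listed symbol started with MT-. No coordinates are given, because the annotation behind the counts is not known. Where overlapping or near-identical genes share reads, the division between them depends on a step that is not stated. Only read-through genes, found by their symbols, were checked for this and reported as uncertain. Other overlapping or near-identical genes may be named without that mark.

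Total counts per library ranged from 11831093 to 18762759. Counting error is therefore small for abundant genes, and the spread between replicates sets the precision. Replicates of each group were compared pairwise by a chi-square over genes with at least 20 counts in the pair. The statistic per degree of freedom ranged from 1.44 to 4.45, so no pair was a duplicate of the same counts. Each library was counted as 1 replicate, as numbered in the labels. The labels do not state whether replicates came from separate days or cultures, or whether the ascites came from 1 source. The SDs and p values therefore describe the spread between these libraries, and may not cover the spread between experiments or between ascites samples.

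Genes were kept by filterByExpr in edgeR 4.0.16 (minimum count 10, minimum total count 15), which left 12470 genes and removed 7207. The tested genes held 99.96% of the counts in the library where that share was lowest. Library sizes were scaled by TMM. Dispersions were estimated over all 12 libraries with 1 mean per group and 8 residual degrees of freedom. Each contrast was tested with the quasi-likelihood F test (glmQLFit with robust estimation, then glmQLFTest) in R 4.3.3. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over the genes tested in that contrast. Standard errors of log2 fold changes were the absolute change divided by the square root of F. CPM values are counts scaled by TMM library size (CPM, the unit edgeR gives), given as mean and SD over 3 replicates. Principal components were computed from log2 CPM with a prior count of 2.

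The contrasts tested were the 5 pairwise ones (ascites against control, bezafibrate against control, the combination against ascites, against bezafibrate and against control) and the interaction. The response to 1 treatment with the other present was also set against the response without it as a slope through the origin, over the genes called without it. The slopes were compared with 20 simulated data sets that had no interaction. Genes called with ascites and called in the opposite direction when the drug was added were counted, and the count was set against 20 simulated data sets in which the combination had the means of ascites alone. That simulation had no drug effect in ascites, so few genes could be called in the combination against ascites. Its count was low by construction, and it does not measure what the shared ascites libraries add where the drug acts. The simulated means carried the estimation error of the fitted means. The simulated data called more ascites genes than the real data did, which that error may explain, but the cause was not tested.

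The 14 gene lists were written from general knowledge: PPAR targets, sterol synthesis, fatty acid synthesis, LXR targets, NF-kB targets, STAT3 and acute phase, TGF-beta targets, type I interferon, proliferation, ATF4 stress response, hypoxia and glycolysis, growth factor and MAPK response, oxidative phosphorylation, and NRF2 targets. All 292 list entries were found in the tables. The lists were tested with camera (limma 3.58.1, preset inter-gene correlation 0.01) in each contrast, with adjustment over all 84 tests, and with fry beside it. The 25 marker genes of blood cells, platelets, fibroblasts and mesothelial cells were read as a check for RNA carried in the fluid.

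Genes named in the text follow a rule. In each contrast, among called genes with a mean of at least 1 CPM and no overlap between the 2 groups, the 5 largest and the 5 smallest log2 fold changes were taken. For 3 against 3 libraries, chance alone separates the groups of a gene without overlap in 10% of cases. SLC5A3 lies outside the rule and was chosen after its values were seen. Genes without a symbol were counted and not printed. PDK4, ANGPTL4, CPT1A and PLIN2 were added for the drug contrasts, as were up to 5 members of each called list. Some genes that meet the rule are not reported here.

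The alternatives were DESeq2 1.42.0, limma-voom, RLE and upper-quartile scaling, no filter on low counts, a mean of at least 1 CPM, only the groups compared, the replicate number as a block, non-robust estimation, an adjusted p under 0.01, a test against a fold change of 1.5, and each library left out in turn. Removal of each library's trends with GC content and transcript length, the summing of read-through genes with their parts, and effects averaged over both levels of the other treatment were added later. GC content and length were taken from GENCODE 29 transcripts for 99.76% of the tested genes, matched by identifier without its version.

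The fit was tested on simulated counts for ascites against control, drawn from the control means and the real library sizes. Over 12363 genes, edgeR recovered 46.0% of 50 genes changed by 0.2 on the log2 scale, 74.0% of 50 changed by 0.5, 93.9% of 49 changed by 1 and 100% of 50 changed by 2, and 4.88% of its calls were unchanged genes. With a log2 change of -0.15 given to the sterol list in a second simulation over 12348 genes, camera called that list and 0 of the other 13. Genes were drawn independently there, so this does not test false calls of lists whose genes vary together.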

Results

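The series asked how ovarian cancer ascites and the fibrate bezafibrate, alone and together, change transcription in CAOV3 cells. Gene counts were analysed for 12 libraries, 3 in each of the control, ascites, bezafibrate and combination groups. Throughout, n counts libraries, and whether these came from separate experiments or from more than 1 ascites sample is not stated in the labels. Total counts ranged from 11831093 in combination replicate 2 to 18762759 in bezafibrate replicate 2, and between 14206 and 14595 genes had at least 1 count. The common biological coefficient of variation was 3.06%. The first principal component held 37.0% of the variance and separated the 6 libraries with bezafibrate from the 6 without it. The second held 9.88%, and combination replicate 3 lay at 22.4 on it while the other 11 libraries lay between -9.84 and 4.37.

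**Figure D1:**
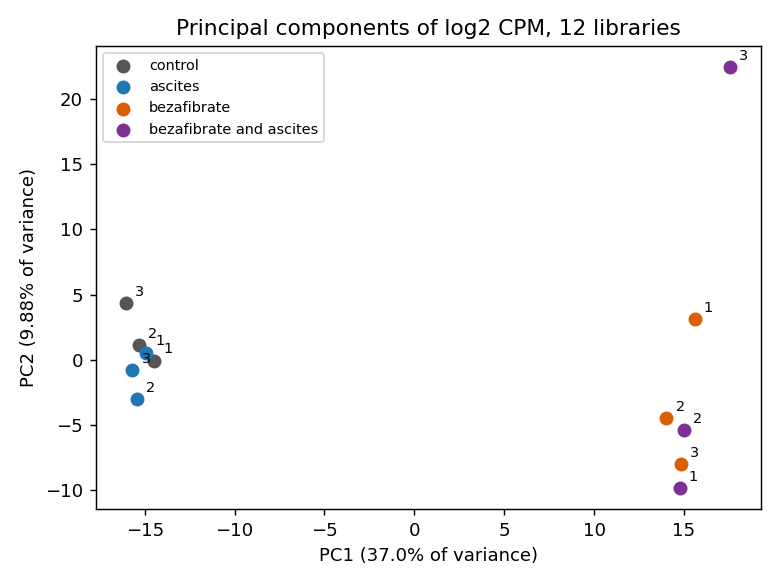
Principal components of log2 CPM over the 12470 tested genes; each point is 1 library, coloured by group and marked with its replicate number, and the axes give component scores. All 6 libraries with bezafibrate have positive scores on the first component, up to 17.6, and the 6 without it lie between -16.0 and -14.5.

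The comparison of ascites with control addressed what the fluid changed in these cells. With edgeR's quasi-likelihood test, 11 of 12470 genes were called, 0 higher and 11 lower, and 749 genes had an unadjusted p under 0.05. The largest fall with a high count was that of TFRC (ENSG00000072274.13), which encodes the transferrin receptor. TFRC went from 710.5 ± 1.63 CPM in control to 479.2 ± 4.38 CPM in ascites (SD, n = 3), a log2 fold change of -0.57 with an SE of 0.029 and an edgeR adjusted p of 1.27e-16. INSIG1 (ENSG00000186480.13) went from 43.7 ± 2.23 to 33.2 ± 0.413 CPM, a log2 fold change of -0.40 with an SE of 0.058 (edgeR adjusted p 0.00022). HR changed by -0.30 (SE 0.062, edgeR adjusted p 0.0368). RAB43 had a log2 fold change of -0.78 (edgeR adjusted p 0.0449), but it overlaps the read-through gene ISY1-RAB43. With the counts of both summed, the change was -0.050 with an SE of 0.084 (edgeR adjusted p 0.98), so the RAB43 value is uncertain. The sterol and fatty acid synthesis genes SCD, MSMO1, IDI1 and ACACA were also called, with log2 fold changes from -0.26 for MSMO1 to -0.18 for ACACA. SLC5A3, named after its values were seen, was called at -0.23. Without a filter on low counts 59 genes were called, of which 42.4% were higher, the alternative that moved this count most upward. Tested against a fold change of 1.5, 0 genes were called. Between 3 genes (without control replicate 3) and 5 (without control replicate 1) were called when 1 of the 6 libraries was left out. TFRC, SCD and INSIG1 were the 3 genes called in all 6 of those fits, and in each of the 17 alternatives that kept the threshold of 0.05 and the test against no change. HR, MSMO1 and ACACA were not called in any of the 6 fits.

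The comparison of bezafibrate with control addressed the effect of the drug in medium without ascites. The labels name DMSO for the control and ascites groups and not for the groups with bezafibrate, so each contrast of the drug against its absence includes any difference in solvent. In this contrast 2199 genes were called, 1257 higher and 942 lower, and 121 rose and 33 fell by at least 2-fold. Tested against a fold change of 1.5 the count was 160. Under upper-quartile scaling 49.0% of the called genes were higher, against 57.2% under TMM. The largest rises among genes with little uncertainty were those of PDK4 (ENSG00000004799.8) and FABP4 (ENSG00000170323.9). PDK4 rose from 8.26 ± 0.353 to 138.8 ± 1.89 CPM (SD, n = 3), a log2 fold change of 4.07 with an SE of 0.068 (edgeR adjusted p 6.14e-34). FABP4 had a log2 fold change of 3.69 with an SE of 0.039 (edgeR adjusted p 1.88e-40). The log2 fold change was 3.60 for ANGPTL4, 3.56 for PLIN4, 2.73 for PLIN2 and 0.97 for CPT1A, and all 4 were called. ISY1-RAB43 had a fitted change of 5.11 (edgeR adjusted p 0.0384), but its counts in the control libraries were 0, 0 and 5 and it shares reads with RAB43, so it is uncertain. Its call was lost in 6 of 16 alternatives, among them the fit of only these 2 groups. The largest falls were those of NYAP2 at -1.59, TINAG at -1.51, CCDC152 at -1.49, CREB5 at -1.40 and PPP1R1C at -1.39. The highest mean of these 5 genes in control cells was 3.96 CPM, for NYAP2. All 5 also had a lower mean with both treatments than with ascites alone, but for CCDC152 the means were close, at 1.87 and 2.11 CPM.

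The comparison of the combination with ascites addressed the effect of the drug when ascites was present. It called 2214 genes, 1305 higher and 909 lower. Under upper-quartile scaling 49.3% of the called genes were higher, against 58.9% under TMM. PDK4 had a log2 fold change of 4.07 (SE 0.069, edgeR adjusted p 1.02e-33), FABP4 of 3.78, PLIN4 of 3.72, ANGPTL4 of 3.65 and LRRC31 of 3.56. The largest falls were those of NYAP2 at -1.89, KLRC3 at -1.70, EDN1 at -1.49, CYGB at -1.47 and FGB at -1.40. Without combination replicate 3, CYGB had an edgeR adjusted p of 0.0584. The drug contrasts without and with ascites share no library. They had 1577 called genes in common, of which 1576 changed in the same direction, and 97.7% of the genes called without ascites had the same sign with it. Across those called genes, which are not independent replicates, Pearson's r of the log2 fold changes was 0.926. The slope of the response with ascites on that without it was 0.891, and the 20 simulated data sets with no interaction gave a mean slope of 0.864 (SD 0.0154, from 0.826 to 0.888).

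**Figure D2:**
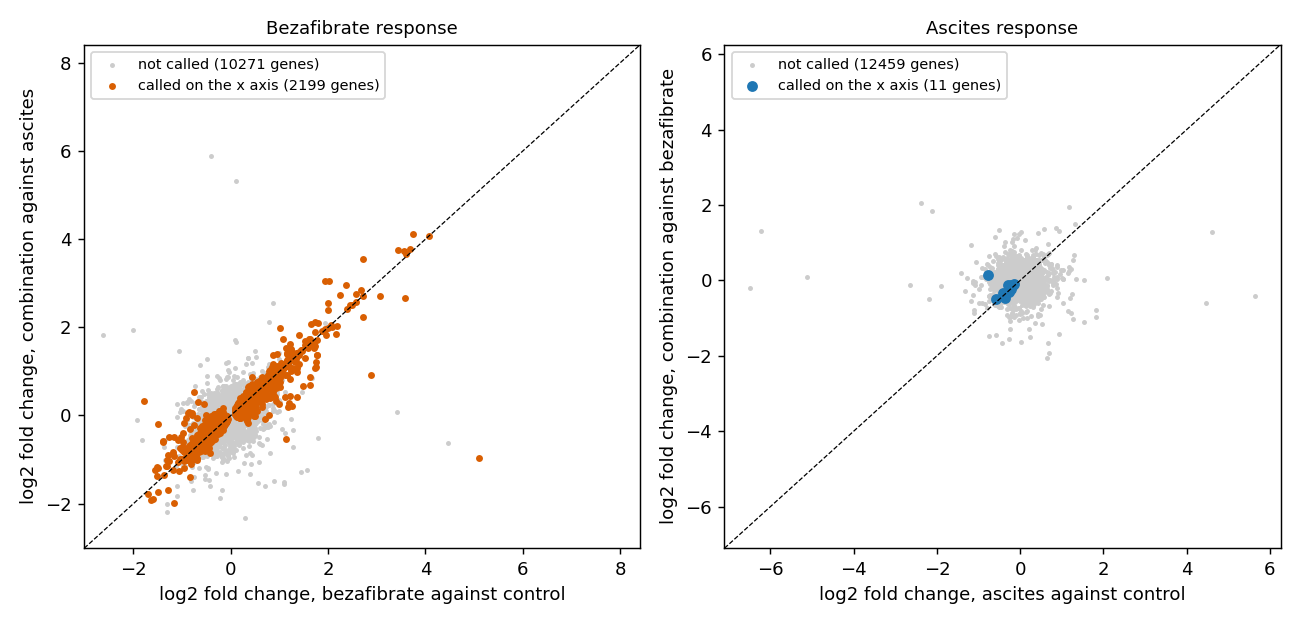
Log2 fold changes of the 12470 tested genes, for bezafibrate without ascites (x axis) and with it (y axis) on the left, and for ascites without the drug (x axis) and with it (y axis) on the right; coloured points are the genes called on the x axis and the dashed line marks equal changes. The slope over the 2199 drug genes is 0.891, and 97.7% of them have the same sign in both media. The point at 5.11 on the x axis is ISY1-RAB43, whose mean was 6.51 CPM with ascites and 3.16 CPM with both treatments.

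The comparison of the combination with bezafibrate addressed the effect of ascites in drug-treated cells. It called 16 genes, 5 higher and 11 lower, and 597 genes had an unadjusted p under 0.05. Without combination replicate 3 the count was 28, and without bezafibrate replicate 2 it was 9. TFRC went from 742.3 ± 2.35 CPM with bezafibrate to 529.7 ± 24.7 CPM with both (SD, n = 3), a log2 fold change of -0.49 with an SE of 0.029 (edgeR adjusted p 1.31e-14). INSIG1 changed by -0.33 and MSMO1 by -0.30. TREX2 had a log2 fold change of -1.56 (edgeR adjusted p 0.0145) at means of 2.66 and 0.912 CPM. The rises were those of ANKRD1 at 0.40, CCN1 at 0.26, CCN2 at 0.23, FABP4 at 0.15 and 1 gene without a symbol at 1.11. When only these 2 groups were fitted, 7 genes were called and 0 of them were higher. Of the 11 genes called with ascites alone, 10 had the same sign with the drug and 6 were called in both contrasts. The slope of the ascites response with the drug on that without it was 0.473, and 0.878 without RAB43, so 1 uncertain gene set its value. It was -1.44 without combination replicate 1. The simulated data sets gave a mean of 0.469 (SD 0.168, from 0.202 to 0.862). The slope of 0.878 was above that range. No simulated slope without RAB43 was computed, so that value cannot be judged against them. The simulated data sets also called between 39 and 76 ascites genes each, against 11 here. Their slopes therefore rest on unlike selections of genes and are a loose reference for 0.473.

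The interaction tested whether the change made by ascites differed between cells with and without the drug. No gene was called (0 of 12470, lowest edgeR adjusted p 0.98), and 445 genes had an unadjusted p under 0.05. Without combination replicate 1 the count was 3, and without a filter it was 36. The combination against control called 2273 genes, 1280 higher and 993 lower, and the share that was higher went from 56.3% under TMM to 47.3% under upper-quartile scaling. Its largest changes were those of PDK4 at 4.03, FABP4 at 3.84, ANGPTL4 at 3.69, PLIN4 at 3.61 and CSF2 at 3.07, and those of NYAP2 at -1.82, CYGB at -1.71, KLRC3 at -1.61, LRRC17 at -1.41 and EDN1 at -1.34.

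Of the 11 genes called lower with ascites, 9 were called higher in the combination against ascites, SLC5A3 was called lower and ACACA was not called. Both contrasts use the ascites libraries. In 20 simulated data sets that shared these libraries in the same way and had no drug effect in ascites, between 0 and 1 genes met the definition (mean 0.05). The combination against ascites called only 0 to 1 genes in those sets (mean 0.15), so a higher count was not possible. The simulation therefore cannot tell what the shared libraries add where the drug acts. Nor does it cover the drug's effect on genes at large, since 1305 of all 12470 genes were called higher in the combination against ascites. RAB43, which is uncertain, is among the 9. The log2 fold change in the combination against ascites was 1.90 for HR, 0.50 for INSIG1, 0.39 for MSMO1, 0.31 for SCD and 0.14 for TFRC. The drug also raised several of these genes in the absence of ascites, by 0.43 for INSIG1 and 0.30 for SCD. Relative to control, the combination left TFRC at -0.42 (edgeR adjusted p 1.56e-14), while INSIG1 was at 0.10 (edgeR adjusted p 0.231). When 1 of the 9 control, ascites or combination libraries was left out, between 3 genes (without control replicate 3) and 13 (without combination replicate 1) met the definition.

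**Figure D3:**
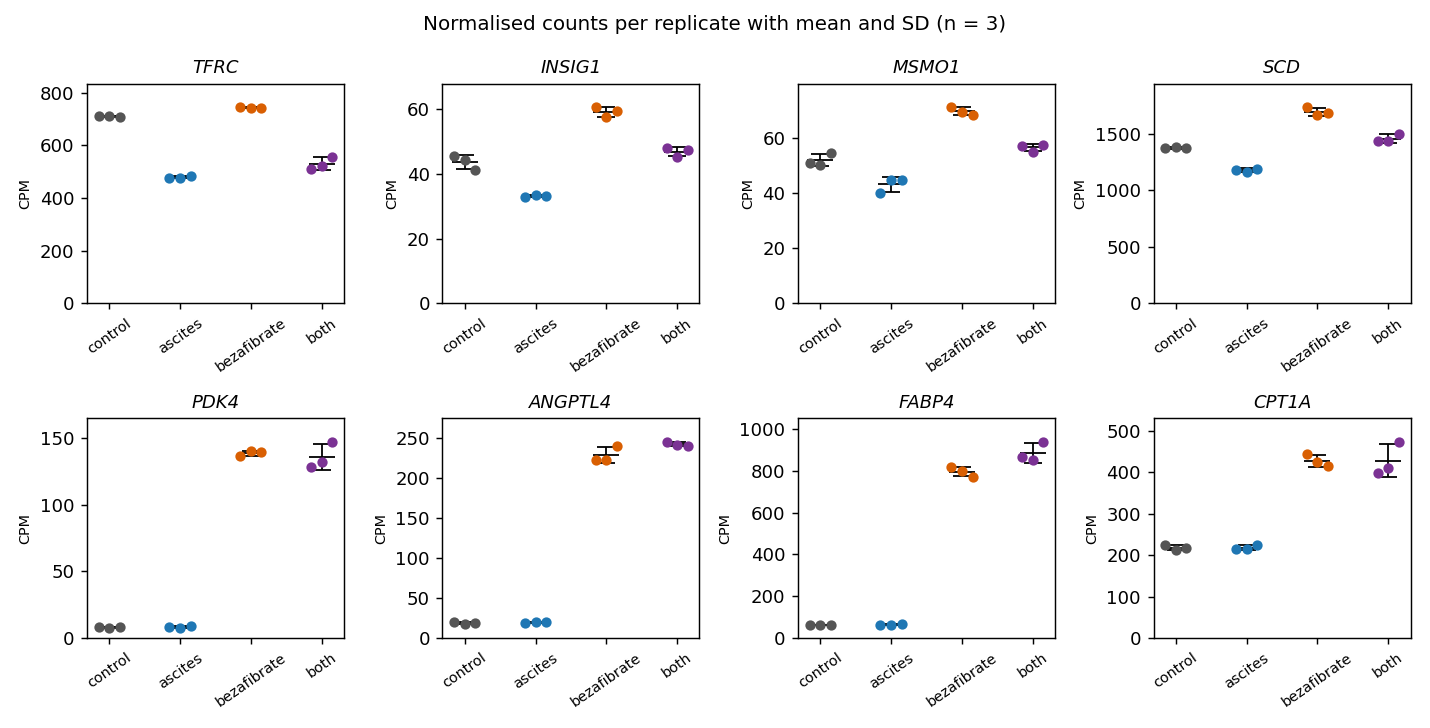
CPM of TFRC, INSIG1, MSMO1, SCD, PDK4, ANGPTL4, FABP4 and CPT1A in each group (x axis); points are the 3 replicates, and the horizontal mark and bar give the mean and SD. TFRC stood at 479.2 CPM with ascites and 529.7 CPM with both treatments, below the 710.5 CPM of control, while PDK4 rose only in the groups with bezafibrate.

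The gene lists were tested with camera in the 6 contrasts, and 22 of the 84 tests were called. All 22 were called by fry and 17 with an estimated inter-gene correlation. The camera p values in the text use the preset correlation unless stated, and in all 22 tests they were larger with the estimated one. Fry called 32 tests, and the 10 that camera did not call were all of the drug against its absence. By fry's direction, they were NF-kB and NRF2 targets higher in all 3 such contrasts, hypoxia and glycolysis higher without and with ascites, and fatty acid synthesis higher and proliferation lower in the combination against ascites. Without ascites, hypoxia and glycolysis had a median log2 fold change of -0.0066, with 9 members higher and 9 lower, so its members did not rise as a group. None of the 22 medians changed sign under the 3 other scalings (0 of 22). With ascites, 23 of 25 sterol synthesis genes were lower, with a median log2 fold change of -0.15 (camera adjusted p 1.88e-28, and 0.000151 with the estimated correlation). Of these genes 5 were called over all genes tested and 16 when adjusted over the list alone. Fatty acid synthesis was lower with ascites (median -0.08, camera adjusted p 2.11e-12, and 0.00136 with the estimated correlation). Of its 13 genes 2 were called over all genes tested and 4 adjusted over the list alone. Hypoxia and glycolysis was lower with a median of -0.04 (camera adjusted p 0.0428), with 0 genes called over all genes tested and 1 adjusted over the list alone, and it was not called with the estimated correlation (adjusted p 0.109). With the drug present, ascites lowered sterol synthesis (median -0.14, camera adjusted p 1.19e-42) and fatty acid synthesis (median -0.14, camera adjusted p 4.48e-24). With the estimated correlation these camera adjusted p values were 2.02e-05 and 0.000151.

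Bezafibrate against control raised PPAR targets (median 0.62, camera adjusted p 5e-204, and 3.01e-06 with the estimated correlation). Of its 28 genes 26 were called over all genes tested and 27 adjusted over the list alone. LXR targets rose by a median of 0.61, with 8 of 10 called over all genes tested and 8 adjusted over the list alone; LPCAT3 rose by 0.95 and NR1H3 by 1.10. Sterol synthesis rose by a median of 0.16, with 13 genes called higher and 1 called lower over all genes tested. Adjusted over the list alone, 17 were called, of which 15 were higher. Fatty acid synthesis rose by a median of 0.06 (camera adjusted p 0.0435), with 5 genes called higher over all genes tested. Adjusted over the list alone, 6 were called, of which 5 were higher. The call of this list was lost with the estimated correlation (adjusted p 0.165). The type I interferon list was called (camera adjusted p 6.53e-05) with a median of 0.03, and its 3 genes called over all genes tested, also 3 adjusted over the list alone, were OAS1 at 2.38, OASL at 1.19 and OAS3 at 1.05. The ATF4 stress response list was called with a median of 0.09, with 8 genes called over all genes tested and 9 adjusted over the list alone, and VLDLR had a change of 2.46. Proliferation was lower by a median of -0.07 (camera adjusted p 0.0209), with 7 genes called lower over all genes tested and 8 adjusted over the list alone, and the call was lost with the estimated correlation (adjusted p 0.138). With ascites present, the drug called PPAR targets, sterol synthesis, LXR targets, type I interferon and ATF4 stress response higher, and sterol synthesis lost its call with the estimated correlation (adjusted p 0.109). Against control, the combination called PPAR targets, LXR targets, type I interferon and ATF4 stress response higher and proliferation lower, and proliferation lost its call with the estimated correlation (adjusted p 0.157). Sterol synthesis had a median of -0.02 there and was not called (camera adjusted p 0.87), and its interaction was not called (camera adjusted p 0.528). No list was called in the interaction (0 of 14), where 445 single genes had an unadjusted p under 0.05. The lowest camera adjusted p over the 6 contrasts was 0.342 for NF-kB targets, 0.429 for STAT3 and acute phase, 0.0734 for TGF-beta targets, 0.16 for growth factor and MAPK response, 0.26 for oxidative phosphorylation and 0.165 for NRF2 targets. With fry, the lowest adjusted p was 0.0036 for NF-kB targets and 8.32e-05 for NRF2 targets.

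Markers of other cells were read as a check for RNA carried in the fluid. Of the 25 markers 9 had counts enough to be tested, and 0 were called with ascites while 1 had an unadjusted p under 0.05. PTPRC, CD3E, TYROBP, S100A8, S100A9, PPBP, PF4 and GP9 had 0 counts in all libraries, which allows up to 0.0365 CPM each over the 6 libraries with ascites, for counting error only. HBA1 had 49 counts in the 6 libraries with ascites and 45 in the 6 without, and HBA2 had 32 and 19. CD68 and LUM were expressed in all groups, at 72.7 and 184.5 CPM in control cells and 76.7 and 178.8 CPM with ascites. Of the mesothelial markers, CALB2 had 74 counts with ascites and 75 without. Of the fibroblast markers, COL1A1 had 378 and 446, and COL3A1 had 318 and 277. COL3A1 was the marker with an unadjusted p under 0.05 for ascites against control, at a log2 fold change of 0.38 (unadjusted p 0.0359, edgeR adjusted p 0.815).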

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

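The groups, the tests, the named-gene rule and the other alternatives were fixed before the data were examined. Removal of GC and length trends, summing of read-through genes and the averaged effects were chosen after the data were seen. The drug contrasts kept counts of the same order: between 1642 and 2746 genes in the settings that kept all libraries, the threshold and the test against no change. TFRC, SCD and INSIG1 kept their call with ascites in the 17 alternatives that kept the threshold and the test against no change. Of 145 named gene results, 107 had the same call under every alternative of that kind. The others changed only in call and none changed sign: 105 calls were lost and 1 gained in fits without 1 library, and 46 were lost and 10 gained elsewhere. Of 22 list results, 16 had the same call throughout.

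A test against a fold change of 1.5, a stricter hypothesis by construction, called 0 genes with ascites, 0 with ascites in drug-treated cells, 160 for bezafibrate against control, 164 for the combination against ascites and 155 against control. It gave 0 ascites genes moved back, 0 genes for the averaged ascites effect, 204 for the averaged drug effect and a drug slope of 1.00, and no ascites slope could be formed. An adjusted p under 0.01, also stricter by construction, gave 4 ascites genes, 6 in drug-treated cells, 1475 for the combination against ascites, 4 moved back, 19 for the averaged ascites effect, and slopes of 0.950 for ascites and 0.954 for the drug.

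Without a filter, 59 genes were called with ascites, 52 for ascites in drug-treated cells, 36 for the interaction, 113 for the averaged ascites effect and 28 moved back, and the slopes were -0.167 for ascites and 0.540 for the drug. The 11 ascites calls were among the 59. The cause was not tested. With only the groups compared, 33 genes were called with ascites, of which 30.3% were higher, and 7 for ascites in drug-treated cells. limma-voom called 7 genes with ascites and gave a drug slope of 0.770. Non-robust estimation called 1 interaction gene and gave slopes of -0.0530 for ascites and 0.845 for the drug. DESeq2 gave an ascites slope of -0.0669 and RLE scaling 0.893. With GC and length trends removed, 17 genes were called with ascites, 44 for ascites in drug-treated cells and 80 for the averaged ascites effect, with an ascites slope of 0.883. With read-through genes summed, the slopes were 0.878 and 0.930. For these changes the cause was not tested, except that removing RAB43 alone took the ascites slope to 0.878.

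Leaving out each library of the groups a result uses gave from 3 to 5 genes for ascites, 1761 to 1888 for bezafibrate, 1742 to 2188 for the combination against ascites, 9 to 28 against bezafibrate and 1791 to 2385 against control. The interaction gave 0 to 3 genes, the last without combination replicate 1. From 3 to 13 genes were moved back and 20 to 25 list tests called. The averaged effects gave 21 to 118 genes for ascites, the highest without combination replicate 3, and 3133 to 3620 for the drug. The ascites slope went from -1.44, without combination replicate 1, to 0.945, so its value is not stable, and the drug slope from 0.814 to 0.937.

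Same-numbered libraries of different groups did not deviate together: 18 correlations of their deviations ranged from -0.250 to 0.167, and 1 was over 0.1, so the numbers were not taken to pair the samples. With the replicate number as a block, 8 genes were called with ascites, 2145 with bezafibrate, 2154 and 14 for the combination against ascites and bezafibrate, 2213 against control, 1 for the interaction, and 20 list tests. The block gave 7 genes moved back and slopes of 0.432 and 0.888.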

Other observations

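The tests of explanations below were chosen after the results were seen, as were the averaged effects, the 11 blood markers and SLC11A2. Only the counts of other splits of the samples were laid down earlier.

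With 3 libraries against 3 there are 10 splits, so no share under 0.1 can be reached. For ascites against control 1 of the 10 splits of the 6 samples, the real one, gave as many called genes, and the next largest count was 1. The real split alone gave as many genes for bezafibrate against control, for the combination against ascites and for the combination against control (1 of 10 each). For the combination against bezafibrate 2 of 10 splits gave at least 16 genes, and the other one gave 27. Called lists were as many in 1 of 10 splits for ascites, 1 of 10 for bezafibrate, 2 of 10 for the combination against ascites, 9 of 10 against bezafibrate and 1 of 10 against control. For ascites in drug-treated cells, the number of called lists and genes therefore does not stand apart from other splits. As many genes moved back were found in 1 of 10 splits. The other splits called at most 1 ascites gene, so they could not reach that count, and this carries no information. For the interaction, with 0 genes called, any split gives at least as many, so the count of 100 of 100 drawn splits carries no information.

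Since the interaction called no gene, the effect of each treatment was averaged over both levels of the other. Averaged ascites called 35 genes, 6 higher and 29 lower, and 2 of 100 drawn splits of the ascites labels gave as many, the other giving 62. Without combination replicate 3 the count was 118, of which 40.7% were higher, so 1 library weighs on the count and on its split. The share that was higher was 17.1% in the main fit, 30.0% with GC and length trends removed and 34.5% without a filter. It was 4.76% without ascites replicate 1. Most called genes were lower in each of these fits, but the share was not stable. Averaged bezafibrate called 3525 genes, and 1 of 100 drawn splits, the real one, gave as many. The next largest gave 182.

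RAB43 fell with ascites while ISY1-RAB43 had 0, 0 and 5 counts in control and 95, 55 and 126 in ascites. The summed log2 fold change was -0.050, so the fall may reflect reads divided differently between the overlapping genes. Over 77 pairs of a read-through gene and a part, the median within-group correlation was -0.163. Of 1000 sets of random pairs of like expression, 3 had a median as low. This is consistent with counts divided by an estimate, although the counting tool is not stated.

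The sterol synthesis list was lower with ascites. With GC and length trends removed, which brought the correlation across genes of the ascites changes with GC from 0.143 to -0.056, the list was still called (camera adjusted p 1.47e-35) and 10 of the 11 ascites genes were called. These trends therefore do not account for the fall. Foreign RNA of blood cells would have to take a share of the counts like the fall, yet 11 abundant blood and platelet markers had 166 counts in the 6 libraries with ascites, 2.02 CPM, and 143 in the 6 without. Without SRGN and LYZ the counts were 91 and 69. These are raw counts, not scaled for library size. Such markers cannot show RNA of other cells, such as tumour cells in the fluid. A candidate explanation is sterol supplied by the fluid, which could lower the list through feedback. The LXR list, which some sterols activate, had a median change of -0.0057, and this neither requires nor excludes that explanation. For TFRC, iron supplied by the fluid might act on the iron element of its transcript. SLC11A2, which has a like element, changed by -0.13 (unadjusted p 0.0206, edgeR adjusted p 0.761) and by -0.07 in drug-treated cells (unadjusted p 0.233). One gene short of the threshold leaves this open, and no iron or sterol was measured.

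Ascites lowered and bezafibrate raised the sterol synthesis list. The contrasts share control libraries, which alone could give opposite signs. In the averaged effects, whose estimates are nearly uncorrelated in a balanced design, 19 of 25 members were lower with ascites and higher with the drug (76.0%, against 23.8% of all tested genes), and the list was called both ways (camera adjusted p 6.15e-59 and 0.00056). Shared libraries therefore do not account for it. With no called interaction, the return of these genes towards control may be the sum of opposite effects instead of a drug action on the ascites response.

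The interferon list was called with bezafibrate, with OAS1, OASL and OAS3 as its called genes. Without its 3 tested OAS genes, 0 of the 13 remaining members were called and the camera p was 0.882. A list without its called genes cannot exclude a general response, and in the combination against control ISG15 at 0.30 was called as well. A small general interferon response and a change of the OAS genes alone cannot be told apart here. Without VLDLR, the ATF4 list had 7 of 19 members called higher and 0 lower, and a camera p of 0.154, so a small general response cannot be told apart from a few member genes.

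Combination replicate 3 stood apart from its group. Its deviations from the group mean had an SD of 0.102 on the log2 scale, against 0.0625 to 0.0851 in the other libraries. Their Spearman correlation across genes with GC content was -0.600, against -0.349 to 0.469 in the other libraries. The value of 0.469 was that of combination replicate 1. Deviations from a mean of 3 libraries depend on one another, so these correlations are not independent. With the GC and length trends removed the SD was 0.0841, against 0.0624 to 0.0761, so a GC trend may account for part of it. What remained cannot be told apart from other causes, because 1 library was affected and the labels give no batch.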
